# ANP32B promotes colorectal cancer cell progression and reduces cell sensitivity to PRAP1 inhibitor through up-regulating HPF1

**DOI:** 10.1016/j.heliyon.2023.e23829

**Published:** 2023-12-16

**Authors:** Li-Li Yang, Meng Li, Wei Huang, Peng-Tao Ren, Qing-Hui Yan, Ying-Hao Hao

**Keywords:** ANP32B, Colorectal cancer, HPF1, PARP1 inhibitor

## Abstract

ANP32B, a member of the acidic leucine-rich nuclear phosphoprotein 32 family member B, is aberrantly expressed in various cancers, including colorectal cancer. However, the function and mechanism of action of ANP32B in colorectal cancer remain unclear. The present study therefore analyzed the expression of ANP32B and its activity in colorectal cancer patient samples and colorectal cancer cell lines. ANP32B expression was found to be significantly upregulated in colorectal cancer patient samples and cell lines. Upregulation of ANP32B enhanced colorectal cancer cell proliferation and migration, whereas downregulation of ANP32B suppressed colorectal cancer cell proliferation. RNA sequencing analysis of differentially expressed genes in ANP32B silenced colorectal cancer cells showed that histone PARylation factor 1 (HPF1), which protects against DNA damage by interacting with the anti-tumor target PARP1, was significantly downregulated. Luciferase promoter assays testing the regulatory association between ANP32B and HPF1 showed that ANP32B interacted with the HPF1 promoter. Analysis of colorectal cancer samples from The Cancer Genome Atlas showed that ANP32B and HPF1 expression were positively correlated, and recovery assays showed that ANP32B promoted colorectal cancer progression by up-regulating HPF1. Overexpression of ANP32B also reduced the sensitivity of colorectal cancer cells to PARP1 inhibitor, consistent with the oncogenic role of ANP32B. ANP32B may alter the sensitivity of colorectal cancer cells to PARP1 inhibitor via a mechanism associated with the HPF1 gene. In summary, these findings showed that ANP32B acted as a tumor promoter, potentiating both colorectal cancer malignancy and drug resistance. Targeting the ANP32B/HPF1 axis may have benefit for patients with colorectal cancer.

## Highlights

• ANP32B is highly expressed in colorectal cancer patient samples.
• ANP32B promotes the progression of colorectal cancer by up-regulating HPF1.
• ANP32B regulates the sensitivity of CRC cells of PARP1 inhibitor.
• HPF1 functions as an oncogene in CRC.

## 1 Introduction

Colorectal cancer (CRC) is the third most diagnosed malignancy worldwide, affecting more than 9.8 % of patients diagnosed with cancer, and the second leading cause of cancer-associated deaths, being responsible for 9.2 % of cancer deaths [1]. During the past years, The rates of CRC have increased worldwide [2] and in China [3]. The National Central Cancer Registry of China has estimated that, of patients diagnosed with cancer, approximately 3.8 per 1000 were newly diagnosed with CRC in 2015 and that, of patients who died of cancer, approximately 1.91 per 1000 died of CRC in 2015 [3]. Despite advances in CRC treatment, however, the 5-year overall survival (OS) rate remains 64.9 %, [4]. These findings suggest the need to identify novel biomarkers to predict the prognosis of patients with CRC and tumor drug sensitivity, which may help identify targets for CRC treatment.

The acidic leucine-rich nuclear phosphoprotein 32 family member is a family of regulatory proteins critical for intracellular transport, transcriptional regulation, protein phosphorylation, and cell-death pathways. The functions of the ANP32 proteins have been associated with their N-terminal leucine-rich repeat domains (LRRs) and their C-terminal low-complexity acidic regions (LCARs) [5]. To date, eight members of the ANP32 family have been identified in humans, with only three of these (ANP32A, ANP32B, and ANP32E) functioning in vertebrates [6]. ANP32s are dysregulated in human cancers, and their function in tumor development has shown context dependency. For example, ANP32A expression is reduced in prostate [7] and breast [8] cancers, but was increased in prostate cancer and CRC [9,10]. ANP32E has been identified as a negative prognostic marker in myeloma [11], but as a positive predictor of response to follicular lymphoma treatment [12].

*ANP32B*, also known as *PAL31*, was first cloned in 2000. The ANP32B protein was found to be located in the nucleus and be associated with brain development by regulating the proliferation of neuronal cells [13]. ANP32B was shown to be important for cell proliferation, apoptosis, and cell cycle progression [14,15], and to participate in various types of cancer, including leukemia [14,16], breast cancer [17,18], hepatocellular carcinoma [19,20], pancreatic adenocarcinoma [21] and thyroid carcinoma [22]. Although ANP32B expression was also found to be upregulated in patients with CRC [23], the precise function of ANP32B in CRC remains to be determined. To identify possible targets for CRC treatment, the present study investigated the expression and activity of ANP32B in CRC patients and cells.

## 2 Materials and methods

### 2.1 Samples from patients with colorectal cancer in The Cancer Genome Atlas

Datasets containing 471 CRC samples and 41 paracancerous samples were obtained from The Cancer Genome Atlas (Project ID, TCGA-COAD, https://portal.gdc.cancer.gov/projects/TCGA-COAD), and the levels of expression of ANP32B and histone PARylation factor 1 (HPF1) were analyzed. The correlation between ANP32B and HPF1 expression was determined by Pearson correlation analysis.

### 2.2 Cell culture and transfection

The human CRC cell lines RKO, HCT116 and HT29, and normal colorectal cells (NCM460) were obtained from the cell resource center of Peking Union Medical College (Beijing, China). Cells were maintained at 37 °C in RPMI-1640 medium containing 10 % fetal bovine serum (FBS; GIBCO, Carlsbad, CA) in a humidified atmosphere containing 5 % CO_2_.

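ANP32B (ENSG00000136938) lies on chromosome 9 of GRCh38 from 97983361 to 98015943, on the forward strand, and its longest coding transcript in GENCODE 29 has 7 exons. The sequence of siANP32B#1 matched the coding sequence in exon 4 from 98005059 to 98005079. In the reference this target, GCTTACCTACTTGGATGGCTA, follows GTCTTCAAGCTCCTGCCCCA and precedes TGACCGAGAGGACCAGGAAG. The sequence of siANP32B#2 matched the coding sequence in exon 2 from 97994679 to 97994699. Its target, GAGGGCTTAACAGCTGAATTT, follows AATCAAATGATGGAAAAATT and precedes GTGAACTTAGAGTTCCTCAG. Among the GENCODE 29 transcripts, siANP32B#1 matched in full only transcripts of ANP32B, and siANP32B#2 matched those of ANP32B and of its pseudogene ANP32BP1. The longest run shared with HPF1, which encodes histone PARylation factor 1, was 6 bases for siANP32B#1 and 8 bases for siANP32B#2. With the paralog ANP32E it was 9 bases for siANP32B#1 and 7 bases for siANP32B#2, and with the paralog ANP32A likewise 9 and 7 bases.

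**Figure D1:**
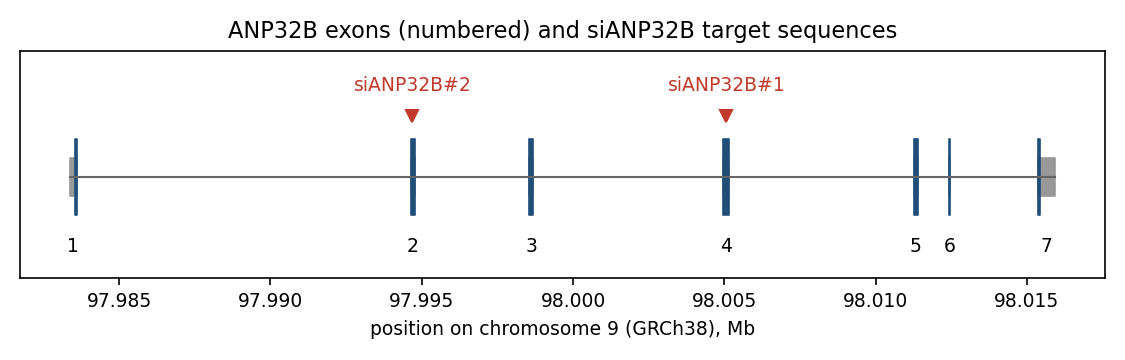
Map of the ANP32B gene on chromosome 9 of GRCh38 (x axis, position in Mb), with the 7 exons as boxes, the coding parts taller and blue, and the untranslated parts grey. Red triangles mark the targets of siANP32B#2 in exon 2 and siANP32B#1 in exon 4.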

Small interfering RNAs (siRNAs) targeting ANP32B (siANP32B#1, 5′- GCUUACCUACUUGGAUGGCUAdTdT-3’; and siANP32B#2, 5′- GAGGGCUUAACAGCUGAAUUUdTdT-3′) and HPF1 (siHPF1, 5′-GTGAAGAACTTGATCCTGAAA-3′) and a negative control (siCtrl, 5′- CAGUACUUUUGUGUAGUACAAA-3′) were designed and synthesized by Hippobio (Huzhou, China) for gene knockdown in RKO cells. For cell transfection, Invitrogen Biotechnology's Lipofectamine 3000 (Cat# L3000001, Thermo Fisher Scientific, Waltham, MA, USA) was used. The concentration of siRNAs used was 100 pmol for cell transfection in 6-well plates. Approximately, after transfected for 48–72 h, the cells were collected for further experiments. For gene overexpression in HCT116 cells, DNA fragments covering the ANP32B (NM_006401.2) and HPF1 (NM_017867.3) coding regions were amplified and cloned into pcDNA3.1 vector (Tianyihuiyuan), yielding pcDNA-ANP32B and pcDNA-HPF1, respectively. Blank vector was used as the negative control (Ctrl). Lipofectamine 3000 reagent (Promega) was used for cell transfection.

### 2.3 qRT-PCR

Total RNA was extracted from CRC cells using TRIzol Reagent (Invitrogen), followed by reverse transcription to cDNA using PrimeScript ™ RT reagent Kits and gDNA Erasers (Takara). qPCR reactions were performed with SYBR Premix Ex *Taq*II (Takara) on a Light Cycler Roche 480 II Real-Time PCR System (Roche, Basel Switzerland). Primers were designed to amplify sequences of ANP32B (forward, 5′- CTGTTCGAGAACTTGTCTTGGAC-3’; reverse, 5′- AGCTTGGGGAGATTTGAAACTG-3′). HPF1 (forward, 5′-TGGGGCTTGAATTGGGAATGG-3’; reverse, 5′- GCAGCAAGTTGGTCTATGTTCTC-3′) and β-actin (forward, 5′-CATGTACGTTGCTATCCAGGC-3′, reverse, 5′-CTCCTTAATGTCACGCACGAT-3′) mRNAs. Data were analyzed using the 2 ^–ΔΔCT^ method, with β-actin as the internal reference.

### 2.4 Western blotting

Total proteins were obtained from CRC cells, separated by 12 % SDS-PAGE, and transferred to PVDF membranes. The membranes were blocked by incubating in buffer containing 5 % skim milk and incubated overnight at 4 °C with primary antibodies against ANP32B (1:1000, GeneTex, Cat: GTX115437), HPF1 (1:1000; CUSABIO, Cat: CSB-EP865162HU) GAPDH (1:1000, proteintech, Cat: 60004-1-Ig) and β-actin (1:1000, SANTA, Cat: SC-47778). The membranes were washed and incubated for 1 h at 37 °C with secondary antibodies. Bands were visualized and quantitated using an Odessey CLx system (LI-GOR, USA).

### 2.5 CCK-8 assay

Cells viability was evaluated by the CCK-8 method (Beyotime, China). In brief, CRC cells transfected with siRNAs or plasmids were cultured for 24, 48, 72 and 96 h. To assess cell sensitivity to the PARP1 inhibitor AG-14361 (SC0029, Beyotime), CRC cells transfected with plasmids or treated with AG-14361 were cultured for 48 h, followed by the addition of 10 μl CCK-8 reagent and incubation for 2 h. The absorbance of each well at 450 nm was measured on a microplate reader (HBS-1096, DieTie, Nanjing, China).

### 2.6 Cell colony formation assay

CRC cells were treated with siRNAs, plasmids, and/or PARP1 inhibitor at various concentrations. Aliquots containing 5 × 10^3^ CRC cells were plated into each well of a six-well plate. After 14 days, the colonies were captured and incubated with a staining reagent containing formaldehyde, crystal violet, and methanol for 30 min. The cells were washed, air dried, photographed and counted using ImageJ software (NIH, Bethesda, MD).

For drug sensitivity assays, cells were divided into four groups and treated with pcDNA3.1 plasmid (NC group), pcDNA-ANP32B (OE group), pcDNA3.1 plasmid and 40 nM PARP1 inhibitor (NC + inhibitor group), pcDNA-ANP32B and 40 nM PARP1 inhibitor (OE + inhibitor group). The cell colonies were treated and counted as described above.

### 2.7 Transwell assays

Cell migration assays were performed by determining the number of cells migrating across transwell chambers. Briefly, transfected CRC cells (1 × 10^5^ cells/250 μl) in RPMI-1640 medium without PBS were added to the upper chamber of each well of a 24-well plate (Corning), and 650 μl of complete medium containing 20 % PBS was added to each lower chamber. The plates were incubated for 18–24 h and the migrating CRC cells were fixed with 70 % ethanol. After staining with 0.25 % crystal violet, the cells were counted using an inverted microscope (XD; Ningbo Sunny Instruments Co., Ltd., China).

### 2.8 RNA sequencing

RKO cells (8 × 10^4^) transfected with siANP32B (100 pmol) or siCtrl (100 pmol) and suspended in RPMI 1640 medium containing 10 % FBS was added to each well of a 6-well plate and cultured. Total RNA was extracted from each sample using TRIzol Reagent (Invitrogen), with the concentration and purity of the RNA samples determined by Nano-200 (ALLSHENG, Hangzhou, China). The total RNA samples were sent to Allwegene Corporation for cDNA library construction and RNA sequencing on Illumina HiSeq 4000 (Illumina) platform with paired-end sequencing readings.

### 2.9 Luciferase reporter assay

The sequence 1 kb up-stream of the HPF1 gene and containing the HPF promoter was synthesized by Tianyihuiyuan (Beijing, China) and sub-cloned into the pGL 3.1 luciferase reporter vector (Promega). RKO cells were co-transfected with pGL 3.1-HPF1, pRL-TK vector, ANP32B siRNA or ANP32B overexpressing construct (pcDNA-ANP32B) using lipofectamine 2000. After 24 h, the cells were harvested and analyzed using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer's instructions [24].

### 2.10 Statistical analysis

All data were expressed as the mean ± S.D. Student's test was used to assess the differences between groups, while one-way ANOVA followed by Tukey's honestly significant difference post-hoc test among three or more groups. Statistical analysis was performed using GraphPad prism v8.0 software (GraphPad Software Inc., San Diego, CA, USA). P < 0.05 was classified statistically significant.

## 3 Results

### 3.1 ANP32B is highly expressed in colorectal cancer tissues and cells

Analysis of samples in the TCGA database showed that ANP32B expression was significantly higher in the 471 CRC samples than in the 41 paracancerous samples (Fig. 1A). Analysis of ANP32B RNA and protein levels in three CRC cells (HCT116, RKO and HT29) and a human normal colonic epithelial cell (NCM460) by qRT-PCR and western blotting, respectively, showed that the levels of expression of ANP32B mRNA (Fig. 1B) and protein (Fig. 1C) were higher in HCT116, RKO and HT29 cells than in NCM460 cells, suggesting that ANP32B may be a potential oncogene in CRC.

**Fig. 1:**
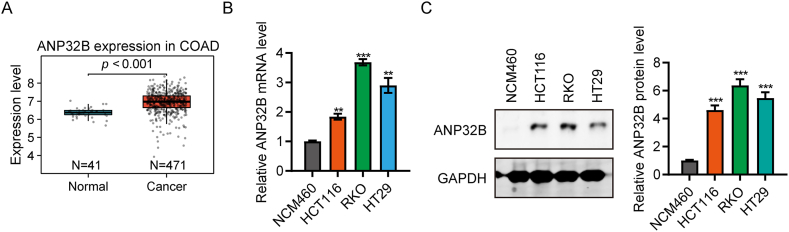
Expression of ANP32B in colorectal cancer tissue and cells. (A) Comparison of ANP32B expression in CRC tissues and paracancerous tissues from the TCGA database, showing that ANP32B expression was higher in CRC tissue samples. (B, C) Expression of (B) ANP32B mRNA, as shown by qPCR assays, and (C) ANP32B protein, as shown by western blotting, in three colorectal cancer cell lines (RKO, HCT116 and HT29) and normal colorectal cells (NCM460), showing that ANP32B mRNA and protein levels were higher in the three CRC cell lines. n = 3, **P < 0.01; ***P < 0.001.

### 3.2 ANP32B promotes the proliferation and migration of colorectal cancer cells

To investigate the function of ANP32B in CRC progression, ANP32B was overexpressed in HCT116 cells or silenced in RKO cells, and cell viability, colony formation and cell migration were analyzed. RT-qPCR and western blotting confirmed that the expression of ANP32B was significantly lower in RKO cells transfected with siANP32B than with siCtrl (Fig. 2A and B). The CCK-8 assay showed that the growth rate of RKO cells was lower after ANP32B knockdown than with siCtrl (Fig. 2C). Cell colony formation and Transwell assays yielded similar results, with ANP32B knockdown suppressing cell colony formation (Fig. 2D) and cell migration (Fig. 2E).

**Fig. 2:**
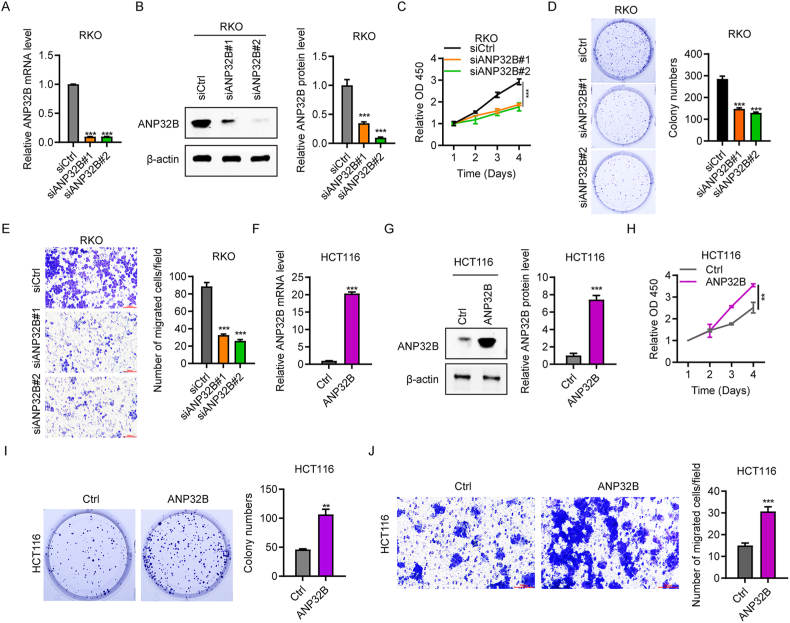
ANP32B promotes the amplification and migration of colorectal cancer cells. (A, B) Efficacy of ANP32B knockdown in RKO cells, as shown by (A) qPCR and (B) western blotting assays. n = 3. (C) Viability of RKO cells treated with siANP32B or siCtrl, as determined by CCK-8 assays. n = 3. (D) Numbers of colonies of RKO cells following treatment with siANP32B or siCtrl, as determined by cell colony formation assays. n = 3, **P < 0.01. (E) Migration of RKO cells transfected with siANP32B or siCtrl, shown by Transwell assays. n = 3, ***P < 0.001. (F, G) Confirmation of the overexpression of ANP32B mRNA and protein, as shown by (F) RT-qPCR and (G) western blotting, respectively. n = 3, ***P < 0.001. (H) Viability of HCT116 cells treated with pcDNA-ANP32B or Ctrl, as determined by CCK-8 assays. n = 3, **P < 0.01. (I) Numbers of colonies of HCT116 cells following treatment with pcDNA-ANP32B or Ctrl, as determined by cell colony formation assays. n = 3, **P < 0.01. (J) Migration of HCT116 cells treated with pcDNA-ANP32B or Ctrl, as determined by Transwell assays. n = 3, *P < 0.05.

Overexpression of ANP32B enhanced CRC cell growth and migration. RT-qPCR and western blotting confirmed that transfection of pcDNA-ANP32B significantly increased the expression of ANP32B in HCT116 cells (Fig. 2F and G). The CCK-8 assay revealed that the growth rate of HCT116 cells overexpressing ANP32B was higher than that of cells transfected with Ctrl vector (Fig. 2H). Moreover, ANP32B overexpression greatly enhanced cell colony formation and cell migration (Fig. 2I and J). Collectively, these results indicated that ANP32B effectively promotes the proliferation and migration of CRC cells.

### 3.3 ANP32B positively regulates the expression of HPF1

Genes regulated by ANP32B within CRC cells were identified by RNA-Seq analysis using RKO cells transfected with siANP32B or siCtrl. 

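RKO is a human colorectal cancer cell line. The values analysed here came from 3 samples of RKO cells transfected with siCtrl and 3 transfected with siANP32B, each at 100 pmol of siRNA. Neither the paper nor the sample labels say that the 3 samples of a group came from separate cultures, so the p-values measure the spread between these samples, which may be technical. The paper's text does not name which siANP32B sequence was used for them. Its methods give TRIzol extraction and an Illumina platform, whereas the sample labels give an RNA kit from Tiangen and a library kit from MGI. The authors' values are FPKM (fragments per kilobase of gene, scaled to the fragment total of each sample) for 61204 entries per sample. The files do not name this unit, and it was read from the values: in 17959 of the 17961 genes above 0 in all 6 samples, all 6 values came out as whole fragments for 1 whole gene length, within a tolerance of 0.002. The total behind the FPKM was 18987041, 14304093 and 15192893 fragments in siCtrl replicates 1, 2 and 3. It was 16393123, 15898654 and 14577044 fragments in siANP32B replicates 1, 2 and 3. The submitters' processing notes name Bowtie2, RSEM, DESeq2 and the build GRCh38, without versions. Here log2(FPKM + 1) of the 13945 genes with a mean of at least 1 FPKM was compared between the groups with limma, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low values. The first principal component held 52.3% of the variance and separated the groups.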

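ANP32B mRNA fell after ANP32B knockdown, from 449 ± 18.6 FPKM in siCtrl to 67.2 ± 11.7 FPKM in siANP32B (mean ± S.D., n = 3 each), or to 15.0% of the control mean. HPF1 mRNA fell in the same samples from 23.4 ± 0.336 FPKM to 10.1 ± 0.719 FPKM (mean ± S.D., n = 3 each), a 2.33-fold decrease. HPF1 (ENSG00000056050) lies on the reverse strand of chromosome 4 of GRCh38 from 169729465 to 169757953. Its log2 fold change was -1.15 (standard error 0.07, adjusted p = 8.27e-06 from limma). That of ANP32B was -2.74 (standard error 0.11, adjusted p = 9.37e-07 from limma). The smallest whole numbers of fragments that the HPF1 values allow were 329, 255 and 268 in the siCtrl samples and 117, 117 and 119 in the siANP32B samples. Every siANP32B sample lay below every siCtrl sample for both genes (exact two-sided permutation test, p = 0.10, the smallest p that 3 samples against 3 allow). The paralog ANP32E also fell, from 159 ± 5.18 to 90.9 ± 2.06 FPKM (adjusted p = 3.53e-06 from limma), while ANP32A was at 136 ± 0.584 and 137 ± 3.85 FPKM (adjusted p = 0.859 from limma). ANP32B has a pseudogene, ANP32BP1, with which it may share reads.

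**Figure D2:**
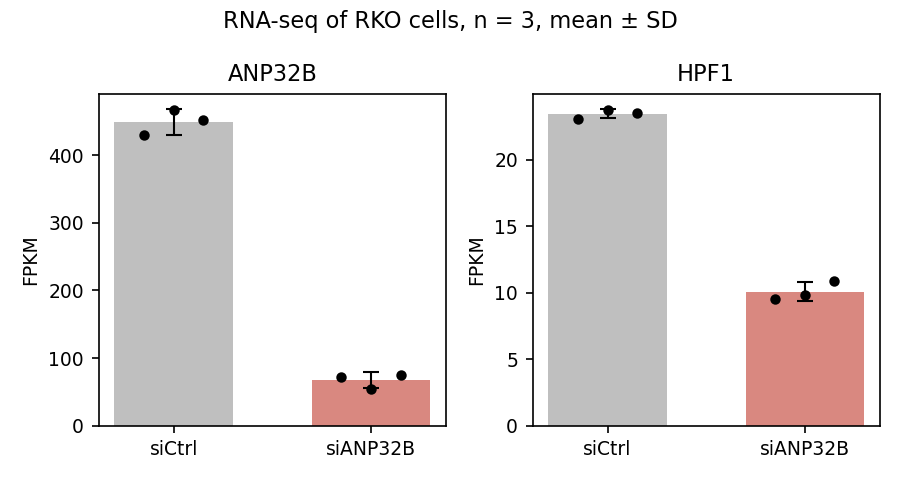
FPKM of ANP32B (left) and HPF1 (right) in RKO cells transfected with siCtrl or siANP32B. Points are the 3 samples of each group, bars the means and error bars the S.D. The siCtrl samples lie between 23.1 and 23.7 FPKM for HPF1, above the siANP32B samples, which lie between 9.50 and 10.9 FPKM.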

A volcano plot identified the *HPF1* gene, which encodes histone PARylation factor 1, as being significantly downregulated after ANP32B knockdown (Fig. 3A). Analysis of the levels of expression of ANP32B and HPF1 in samples in the TCGA database showed a significant positive correlation (Fig. 3B). RT-qPCR and western blotting assays showed that both the mRNA and protein levels of HPF1 were positively regulated by ANP32B (Fig. 3C–E), and luciferase reporter assays showed that ANP32B promoted the transcription activity of HPF1 promoter (Fig. 3F and G). Taken together, these results suggested that ANP32B promotes HPF1 expression in CRC patients and cells.

**Fig. 3:**
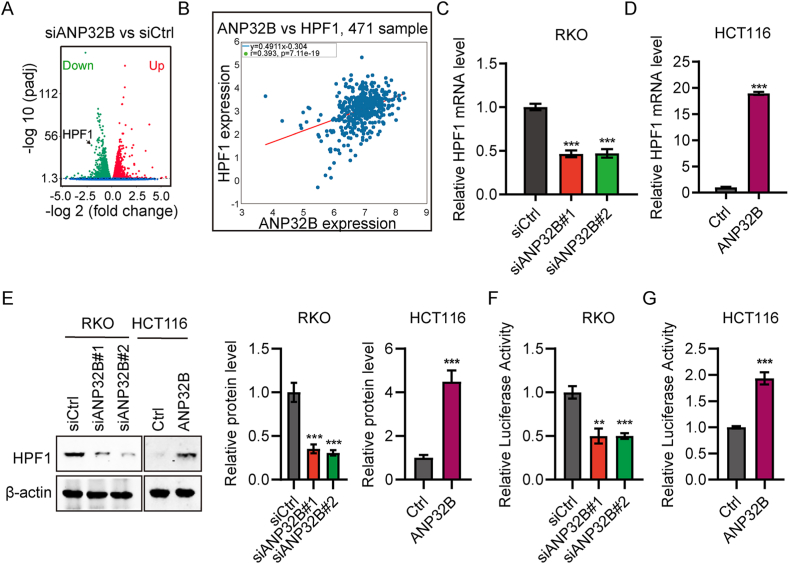
ANP32B positively regulates the expression of HPF1. (A) Volcano plots of genes differentially expressed by RKO cells transfected with siANP32B or siCtrl. The x-axis shows log2 fold changes and the y-axis shows the –log10 of corrective p value (q-value). (B) Correlation between ANP32B and HPF1 expression in patients with CRC, as determined by Pearson correlation coefficients. (C, D) RT-qPCR assays of HPF1 mRNA expression in RKO cells following (C) ANP32B knockdown or (D) ANP32B overexpression. n = 3, ***P < 0.001. (E) Western blot assays of HPF1 protein expression in cells following ANP32B overexpression or knockdown. (F, G) Luciferase reporter assays, showing the effects of ANP32B on HPF1 promoter activity after (F) ANP32B knockdown in RKO cells or (G) ANP32B overexpression in HCT116 cells. n = 3, **P < 0.01; ***P＜0.001.

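After ANP32B knockdown, 2031 genes were higher and 3437 were lower at an adjusted p under 0.05 from limma, and 66 higher and 134 lower genes also had an absolute log2 fold change of at least 1. Among the lower genes with a mean of at least 5 FPKM, the log2 fold change was most negative for ANP32B and next for OLAH, a thioesterase that releases medium-chain fatty acids. OLAH fell from 36.8 ± 3.34 to 8.43 ± 0.436 FPKM (4.36-fold lower, standard error 0.08 on the log2 scale, adjusted p = 1.12e-06). WWTR1, which encodes the Hippo pathway coactivator TAZ, fell from 69.6 ± 2.11 to 23.8 ± 2.04 FPKM, and CDKN2B, which encodes the CDK4/6 inhibitor p15, from 12.7 ± 0.960 to 3.65 ± 0.212 FPKM. The integrin subunit gene ITGB5 fell from 105 ± 4.04 to 38.3 ± 1.11 FPKM. The other large falls were those of HKDC1, TRPV2, GPAT3, LURAP1L, PLPBP and the short locus MIR6090, with log2 fold changes of -1.65 to -1.46, and the call of MIR6090 was lost with limma-voom on the fragments. ITGB5, HMGB2, TMEM230, C4orf3 and RFC1, the large subunit of the clamp loader of DNA replication, had the smallest p-values among the lower genes.
MMP3, a matrix metalloproteinase, was 10.2-fold higher after ANP32B knockdown, at 24.9 ± 3.44 FPKM against 2.43 ± 0.198 FPKM (log2 fold change 2.91, standard error 0.11, adjusted p = 9.37e-07). SPRY2, an inhibitor of receptor tyrosine kinase signaling, rose from 30.4 ± 1.42 to 118 ± 8.78 FPKM and had the smallest p-value of all the named genes. MARCKS, an actin-binding substrate of protein kinase C, rose from 12.1 ± 0.364 to 52.5 ± 5.27 FPKM. The chaperone gene HSPA8 rose 2.42-fold, NOLC1 2.39-fold, the histone gene H2BC12 2.31-fold and the tropomyosin gene TPM4 1.95-fold. The remaining 7 of the 10 largest rises, those of MT-RNR2, EBNA1BP2, MT-RNR1, FBL, TSR1, TSR3 and ESF1, rest on siCtrl replicates 2 and 3. FBL, a methyltransferase of rRNA processing, was at 208, 20.4 and 16.3 FPKM in siCtrl replicates 1, 2 and 3 and at 282, 303 and 289 FPKM in siANP32B. Against siCtrl replicate 1 alone, the log2 fold changes of the 7 genes were 0.27 to 0.49, with no spread between controls. When either siCtrl replicate 2 or siCtrl replicate 3 was left out, they were 1.93 to 2.48, and none was called because the remaining siCtrl samples lay far apart.
Higher genes made up 37.1% of the calls without further scaling of the FPKM values. With median-of-ratios scaling, tried after the values were seen, 2690 genes were higher and 2577 lower (51.1% higher), and with siCtrl replicate 1 as the only control 1209 were higher and 1899 lower. From the volcano plot of these samples (Fig. 3A), the paper takes HPF1 as a gene downregulated by ANP32B knockdown. It follows HPF1 by RT-qPCR, western blotting and reporter assays, after ANP32B overexpression as well as after knockdown. It also reports a positive correlation of the 2 genes in TCGA samples, and proposes that ANP32B promotes HPF1 expression.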

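Genes of cell division fell together after ANP32B knockdown. Of 33 measured genes of G2/M and mitosis, 32 were lower at an adjusted p under 0.05 from limma (33 lower when adjusted over the list alone), and the remaining member, CKS2, named after its values were seen, had a log2 fold change of -0.16. TOP2A, the topoisomerase that separates chromosomes, fell from 124 ± 5.19 to 67.6 ± 2.24 FPKM, and the spindle motor gene KIF11 from 32.5 ± 0.645 to 15.6 ± 0.651 FPKM. PTTG1, which encodes securin, and ANLN, needed for cytokinesis, had log2 fold changes of -0.77 and -0.69. The camera test with a preset correlation gave the list an adjusted p of 1.83e-15, and the adjusted p was 0.0403 with an estimated correlation.
Of 36 genes of DNA replication and G1/S, 28 were lower (30 when adjusted over the list alone), and all 36 had negative log2 fold changes without further scaling. Among them CDC25A, a phosphatase that activates CDK2, fell from 45.1 ± 0.944 to 23.7 ± 0.494 FPKM, and MCM4 of the replicative helicase from 154 ± 6.99 to 95.2 ± 0.529 FPKM. CCND1, which encodes cyclin D1, and RFC4 had log2 fold changes of -0.66 and -0.78. The list had an adjusted p of 6.48e-10 from camera, and an adjusted p of 0.106 with an estimated correlation. Of 35 genes of homologous recombination and Fanconi anemia, 24 were lower and 1, FANCE, was higher (25 and 1 when adjusted over the list alone). BRCA1 had a log2 fold change of -0.86, EXO1 fell from 40.9 ± 1.34 to 24.0 ± 1.52 FPKM, and FANCI and FANCG had log2 fold changes of -0.64 and -0.68. This list had an adjusted p of 1.73e-07 from camera, and an adjusted p of 0.227 with an estimated correlation. Of 21 genes of the ATF4 and integrated stress response, 15 were lower and 2, SHMT2 and PPP1R15A, higher (15 and 3 when adjusted over the list alone), with PSAT1 of serine synthesis falling from 286 ± 1.28 to 146 ± 7.76 FPKM and MTHFD2, SLC7A5 and TRIB3 having log2 fold changes of -0.65 to -0.63. Its adjusted p was 3.41e-04 from camera, and the adjusted p was 0.364 with an estimated correlation.
MYC itself rose from 361 ± 7.08 to 601 ± 24.6 FPKM. Of 30 MYC target genes, a list that holds MYC and many nucleolar genes, 23 were higher and 2, LDHA and CDK4, lower (24 and 2 when adjusted over the list alone). FANCE, SHMT2, PPP1R15A, LDHA and CDK4 were named after their values were seen. NOLC1, a nucleolar phosphoprotein, had a log2 fold change of 1.24, the mitochondrial chaperone gene HSPD1 of 0.52 and DKC1, a pseudouridine synthase of rRNA, of 0.51. The list had an adjusted p of 9.56e-11 from camera and of 0.0355 with an estimated correlation. Neither LDHA nor CDK4 was called with median-of-ratios scaling, and without FBL, which was low in siCtrl replicates 2 and 3, 22 members were higher.

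**Figure D3:**
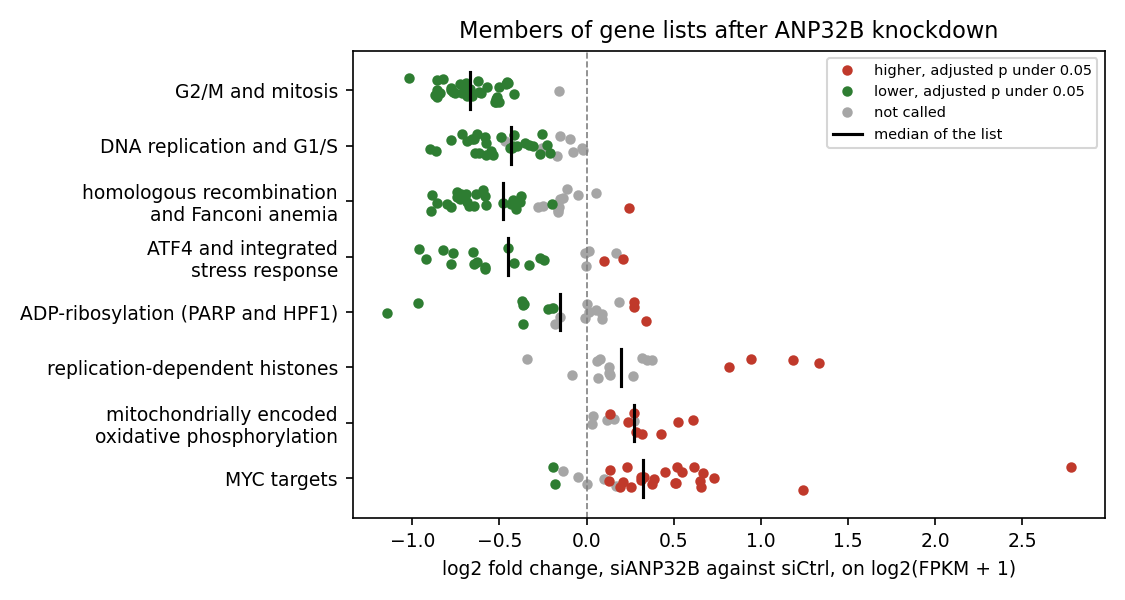
Log2 fold change between siANP32B and siCtrl on the log2(FPKM + 1) scale (x axis) of each measured member of 8 gene lists (rows). Points are genes, red where higher, green where lower and grey where not called at an adjusted p under 0.05 from limma, and black bars are the medians of the lists. The median was -0.67 for G2/M and mitosis and 0.32 for MYC targets.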

### 3.4 ANP32B contributes to the migration and proliferation of CRC cells through upregulation of HPF1

To further investigate the relationship between HPF1 and ANP32B in CRC cells, HPF1 was ectopically expressed in ANP32B knockdown RKO cells, followed by examination of cell proliferation and migration. ANP32B knockdown reduced the growth of RKO cells and the expression of HPF1, whereas pcDNA-HPF1 transfection into ANP32B knockdown RKO cells increased HPF1 expression (Fig. 4A and B) and their growth ability (Fig. 4C). Similar results were observed when cell migration was assessed. ANP32B knockdown reduced the ability of RKO cells to migrate, a reduction rescued by HPF1 overexpression (Fig. 4D).

**Fig. 4:**
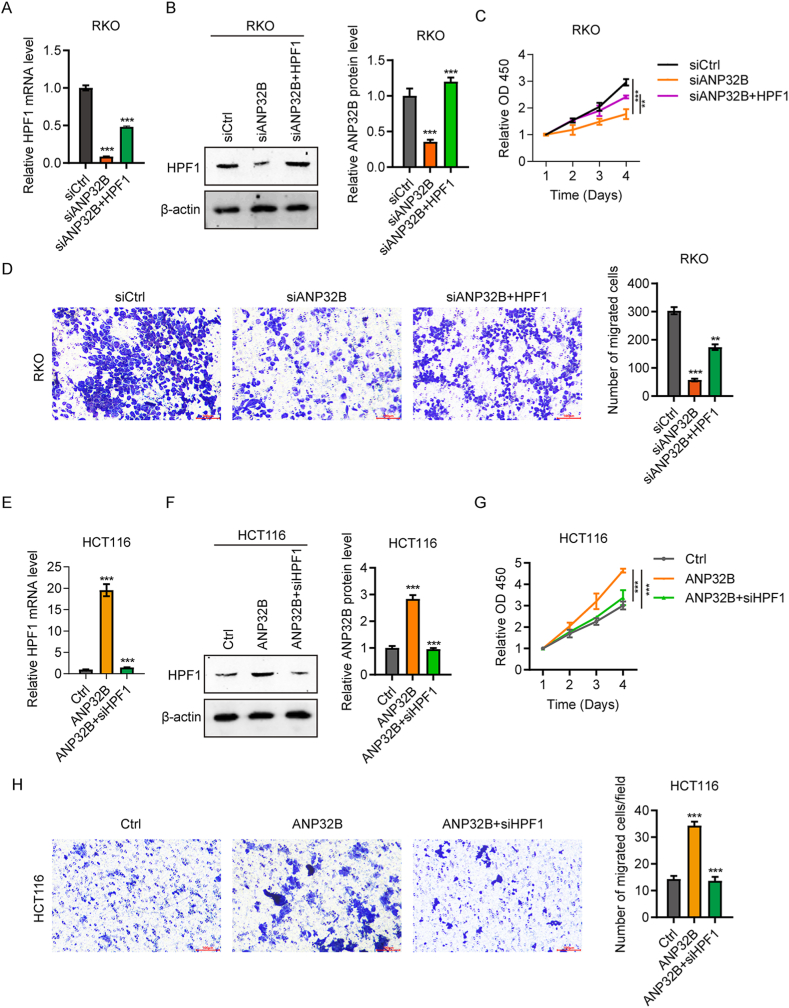
HPF1 contributes to the oncogenic effect of ANP32B on the amplification and migration of CRC cells. (A, B) Expression of (A) HPF1 mRNA expression as determined by RT-qPCR and (B) HPF1 protein as determined by western blotting in RKO cells transfected with siCtrl, siANP32B or siANP32B + HPF1. n = 3, ***P < 0.001. (C) CCK8 assays of the proliferation of RKO cells transfected with siCtrl, siANP32B or siANP32B + HPF1. (D) Transwell assays showing the migration of RKO cells transfected with siCtrl, siANP32B and siANP32B + HPF1. n = 3, **P < 0.01; ***P＜0.001. (E, F) Expression of HPF1 mRNA expression as determined by RT-qPCR (E) and (F) HPF1 protein as determined by western blotting in HCT116 cells in the Ctrl, ANP32B and ANP32B + siHPF1 groups. n = 3, ***P < 0.001. (G) CCK8 assays of the proliferation of HCT116 cells in the Ctrl, ANP32B and ANP32B + siHPF1 groups. (H) Transwell assays showing the migration of HCT116 cells in the Ctrl, ANP32B and ANP32B + siHPF1 groups. n = 3, *P < 0.05; **P < 0.01.

Analysis of the effects of ANP32B overexpression and HPF1 knockdown on HPF1 levels in HCT116 cells showed that the HPF1 levels were increased following ANP32B overexpression and decreased after siHPF1 treatment (Fig. 4E and F). HPF1 inhibition reduced the viability of ANP32B overexpressing HCT116 cells to a normal level (Fig. 4G), as well as reducing the migration ability of HCT116 cells overexpressing ANP32B (Fig. 4H). Taken together, these results indicate that HPF1 expression restores the effects of ANP32B on the amplification and migration of CRC cells.

### 3.5 ANP32B expression regulates the sensitivity of CRC cells to PARP1 inhibitor

Because HPF1 is a DNA protective factor that limits the hyper auto-modification of PARP1 [25], the effect of ANP32B expression on CRC cell sensitivity to PARP1 inhibitor was analyzed. Treatment of HCT116 cells that did and did not overexpress ANP32B with the PARP inhibitor AG-14361 [26] showed that this inhibitor enhanced the viability of cells overexpressing ANP32B but not control HCT116 cells (Fig. 5A). Similar results were observed when cell colony formation was assessed. PARP1 inhibitor significantly reduced the number of colonies of control HCT116 cells, but this effect was overcome by ANP32B overexpression (Fig. 5B). These results reveal that ANP32B overexpression is responsible for the resistance of CRC cells to PARP1 inhibitors.

**Fig. 5:**
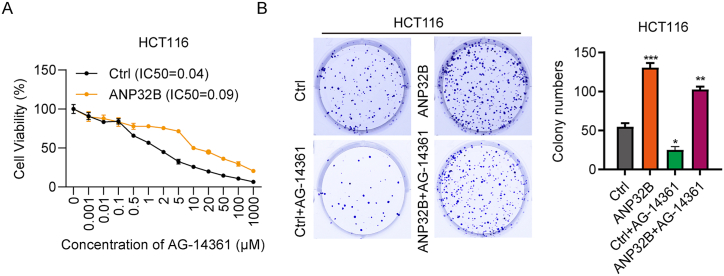
ANP32B expression reduces HCT116 cell sensitivity to the PARP1 inhibitor AG-14361. (A) Viability and (B) colony formation of HCT116 cells overexpressing ANP32B after 48 h of treatment with AG-14361. n = 3, *P < 0.05; **P < 0.01; ***P < 0.001.

## 4 Discussion

Dysregulation of ANP32B has been shown to participate in the development of human cancers. For example, ANP32B is highly expressed in patients diagnosed with chronic myelogenous leukemia (CML), whereas deletion of ANP32B enhances p53 transcriptional activity and synergizes therapeutically with tyrosine kinase inhibitors to inhibit CML propagation [16]. In contrast, however, ANP32B has been reported to activate caspase-3 to promote the apoptosis of leukemia cells [15]. Higher ANP32B mRNA expression is a marker of poor prognosis in patients with breast cancer [17], whereas ANP32B was found to suppress breast cancer tumor growth [18]. ANP32B mRNA and protein are highly expressed in hepatocellular carcinoma (HCC), with these levels of expression associated with tumor cell proliferation and invasion, suggesting that ANP32B is pro-oncogenic in HCC [19]. In contrast, ANP32B downregulation was found to have antiapoptotic effects in HCC, whereas ANP32B upregulation did not lead to HCC apoptosis and functioned as a cell cycle progression factor in HCC [20].

The present study was designed to determine the level of expression and function of ANP32B in CRC. ANP32B was found to be abundantly expressed in CRC cells. Upregulation of ANP32B promoted CRC cell amplification and migration, whereas inhibition of ANP32B suppressed CRC cell progression, indicating that ANP32B functions as an oncogene in CRC.

To determine the underlying mechanism by which ANP32B triggers CRC progression, RKO cells transfected with siANP32B or siCtrl were subjected to RNA-seq analysis to identify differentially expressed genes (DEGs). 

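Among genes of cell death and migration, calls went both ways in these RNA-seq samples. Of 32 apoptosis genes, 12 were lower and 6 higher after ANP32B knockdown at an adjusted p under 0.05 from limma, also when adjusted over the list alone, but 7 were lower and 7 higher with median-of-ratios scaling. The antiapoptotic gene MCL1 fell from 472 ± 5.73 to 269 ± 9.59 FPKM and the proapoptotic gene PMAIP1 from 75.4 ± 3.78 to 51.8 ± 1.58 FPKM, while CYCS, which encodes cytochrome c, rose from 83.9 ± 0.422 to 156 ± 7.69 FPKM. Of 29 genes of cell migration and EMT, 11 were lower and 8 higher (12 and 9 when adjusted over the list alone). The membrane protease gene MMP14 fell from 79.5 ± 3.21 to 37.5 ± 4.40 FPKM and the integrin gene ITGA3 from 128 ± 1.10 to 81.2 ± 1.70 FPKM, whereas the GTPase gene RAC1 rose from 217 ± 5.39 to 303 ± 7.53 FPKM. With siCtrl replicate 1 as the only control, 4 apoptosis genes were lower and 4 higher. By camera, neither list passed the threshold, with adjusted p = 0.700 for apoptosis and 0.861 for migration.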

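HPF1 ranked 81st by p-value and 81st by log2 fold change among the 3437 genes that were lower after ANP32B knockdown, within the first 2.4% by either order. Around it, calls among the genes of ADP-ribosylation went both ways. Of the 21 measured members of that list, 8 were lower, 3 higher and 10 not called, with the same counts when adjusted over the list alone, but 4 were lower and 4 higher with median-of-ratios scaling. The list's median log2 fold change was -0.155, and it was -0.116 with siCtrl replicate 1 as the only control. After the values were seen, members were also split by GATGGCT, the complement of positions 2 to 8 of the siANP32B#1 antisense strand. In the 15 members without it in their 3' UTR or coding sequence, the median was 0.005, with 5 lower and 2 higher. Why this median differed was not tested. The camera test gave the list an adjusted p of 0.623. PARP2, which works with HPF1, was lower, at 39.8 ± 2.00 FPKM in siCtrl and 30.7 ± 1.81 FPKM in siANP32B (log2 fold change -0.36, standard error 0.06, adjusted p = 0.00176). PARP1, the main poly(ADP-ribose) polymerase, was at 235 ± 1.96 and 234 ± 3.32 FPKM (log2 fold change -0.01, standard error 0.03, adjusted p = 0.880), and its log2 fold change was 0.06 with median-of-ratios scaling. PARP4 was higher, with a log2 fold change of 0.27 (0.20 against siCtrl replicate 1 alone), and was called in 15 of 16 alternatives.
Of 26 genes of base excision and single-strand break repair, 12 were lower and 3 higher, also when adjusted over the list alone, and camera gave an adjusted p of 0.137. The list's median log2 fold change was -0.178. In its 21 members without GATGGCT it was -0.038, with 9 lower and 2 higher. PCNA, the sliding clamp, fell from 125 ± 3.95 to 85.6 ± 5.18 FPKM, the flap endonuclease gene FEN1 from 70.3 ± 2.92 to 50.8 ± 1.84 FPKM and POLE from 53.8 ± 1.50 to 40.0 ± 1.02 FPKM. APEX1, which cuts DNA at abasic sites, rose from 154 ± 0.905 to 204.5 ± 3.68 FPKM.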

A PARP1 related gene, HPF1 (also called C4orf27), which encodes histone PARylation factor 1, was found to be one of the genes was found to be one of the genes markedly downregulated in ANP32B-silenced cells. RT-qPCR and Western blot assays confirmed that both HPF1 mRNA and protein levels were regulated by ANP32B. Luciferase reporter assays showed that ANP32B activated the transcription of HPF1 gene, and a positive correlation between ANP32B and HPF1 expression was observed in CRC patients. Taken together, these results confirmed that ANP32B stimulates the expression of HPF1 in CRC tissues and cells.

HPF1 is an accessory factor interacting with PARP1/2, which is specific for DNA damage response, indicating that HPF1 plays a vital role in response to PARP inhibitors [27]. PARP1 is a poly ADP-ribose polymerase enzyme that acts as a master regulator of DNA damage responses. Inhibitors of PARP1 are widely used clinically in the treatment of cancers [28], including CRC [29,30]. Nearly all patients with CRC develop drug resistance, limiting the therapeutic efficacy of anticancer agents [31]. The present study hypothesized that ANP32B might regulate the sensitivity of CRC cells to PARP1 inhibitors through HPF1. Evaluation of the effects of ANP32B on cell sensitivity to the PARP1 inhibitor AG-14361 showed that ANP32B upregulation suppressed CRC cell sensitivity to PARP inhibitors.

The present study still has some limitations. First, we only explored the effect of ANP32B/HPF1 axis on malignant phenotype of glioma from in vitro experiments, without further verification in vivo. In addition, the molecular mechanisms of ANP32B mediated regulation of HPF1 expression in CRC also requires further investigation.

## 5 Conclusion

In conclusion, the present study showed that the ANP32B/HPF1 axis contributed to regulating the progression of CRC. ANP32B overexpression may reduce CRC cell sensitivity to PARP1 inhibitor by upregulating HPF1. These findings may assist in developing preventive strategies that enhance CRC cell resistance to PARP1 inhibitors.

## Funding statement

This study was supported by Hebei medical science research project plan (NO. 20211335).

## Data availability statement

RNA sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession code GSE247230. The datasets used and analyzed during the current study are available from the corresponding author on reasonable request.

## CRediT authorship contribution statement

**Li-Li Yang:** Writing - original draft, Validation, Methodology, Investigation. **Meng Li:** Writing - review & editing, Validation, Investigation, Formal analysis. **Wei Huang:** Writing - review & editing, Validation, Methodology, Formal analysis. **Peng-Tao Ren:** Writing - review & editing, Validation, Methodology, Formal analysis. **Qing-Hui Yan:** Writing - review & editing, Software, Formal analysis, Data curation. **Ying-Hao Hao:** Writing - original draft, Supervision, Funding acquisition, Conceptualization.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Figures and Tables

**Figure:**
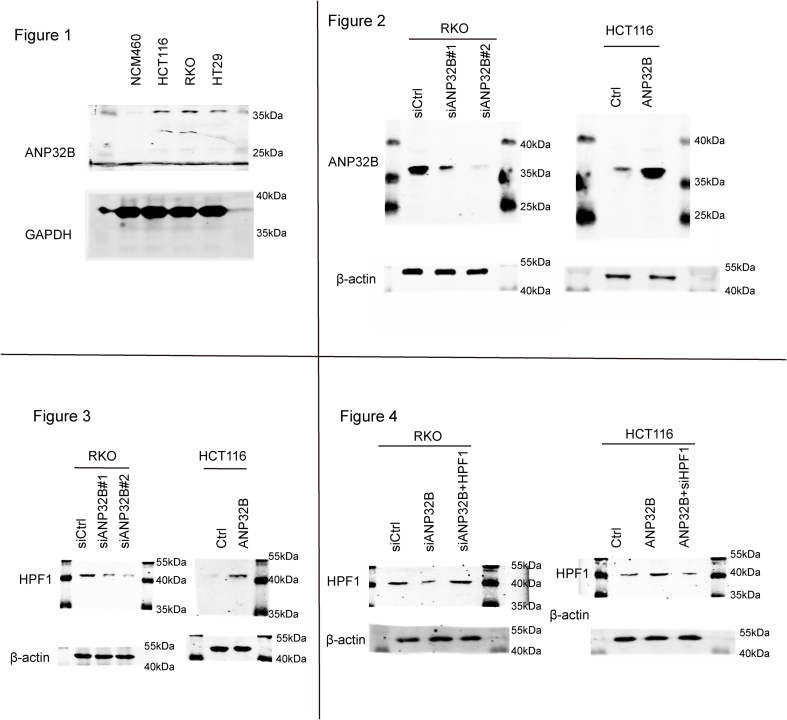

## List of abbreviations

CRC: colorectal cancer
HPF1: histone PARylation factor 1
TCGA: The Cancer Genome Atlas
OS: overall survival
HCC: hepatocellular carcinoma
*qRT-PCR*: quantitative real-time polymerase chain reaction

How the deposited data were processed for this re-analysis (not part of the article)

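The data are RNA-seq values of RKO cells transfected with siCtrl (3 samples) or siANP32B (3 samples), mapped from the sample labels and the paper's methods. The deposited values are FPKM, which the authors made from paired-end reads; their processing notes name Bowtie2, RSEM, DESeq2 and GRCh38, and the versions, annotation release, filters and definition of gene length are not given in the sources used here. The unit was inferred from the values, whose steps equal whole fragments divided by a gene length and a whole number per sample: 17959 of the 17961 genes above 0 in all 6 samples came out whole within 0.002. Exon lengths of GENCODE 29 set the totals, and each gene was given the smallest whole length from 20 to 60000 bases that makes its fragments whole, or its GENCODE 29 exon length where that is a multiple of it, up to 20 times. Recovered fragments of single genes are thus the smallest that the values allow, or follow GENCODE 29, and may be too low by a whole factor. FPKM values and the tests on them do not use these lengths. Each file has 60671 rows with an Ensembl ID, of which 58453 are in GENCODE 29, and 533 rows without a symbol, which were tested but not named. Coordinates come from GENCODE 29 on GRCh38.

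The design fixed before the data were examined assumed counts as its first choice. As the files hold FPKM, its second choice was used: limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with the trend of variance on the mean, for the 13945 genes with a mean of at least 1 FPKM over all samples, without a block, and a Benjamini-Hochberg adjusted p under 0.05 as threshold. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The test was tested on simulated values of the 13945 genes of this comparison, with 200 genes changed in each simulation. It called 29.6% of genes changed by 1.25-fold, 78.4% by 1.5-fold, 86.0% by 2-fold and 97.2% by 4-fold, and 0.1% of unchanged genes. These shares hold for 200 changed genes; the adjusted threshold is less strict where more genes change. The depth was 14304093 to 18987041 fragments per sample in siCtrl (median 15192893) and 14577044 to 16393123 in siANP32B (median 15898654).

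Pairs of samples within a group differed by 3.44 to 7.09 times the sampling noise (chi-square per degree of freedom), so no sample was taken as the same library sequenced again. These values cannot tell separate cultures from repeat libraries of 1 culture. Named genes followed a rule fixed before the data were examined: the genes that the paper names in these cells, the 10 largest rises and 10 largest falls among called genes with a mean of at least 5 FPKM and groups that did not overlap, the 5 higher and 5 lower genes with the smallest p, and up to 4 called members with the smallest p of each gene list; genes without a symbol were skipped. Some named genes and 1 gene list are not reported here. Chance alone gives groups that do not overlap in 10% of genes. The 27 gene lists were also written before the data were examined, and 24 had at least 3 measured members. Lists were tested with camera (preset correlation 0.01), with camera with an estimated correlation and with fry, each adjusted over the lists. Paralogs, pseudogenes and the near-identical replication-dependent histone genes may share reads, and so may overlapping or antisense genes, as the use of strand is not given in the sources used here; values of such genes are uncertain.

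For the siRNA seed sites, the log2 fold change of 10766 genes with an annotated 3' UTR was fitted on the presence of each 7-mer in the 3' UTR, with the log2 length and GC content of the 3' UTR as covariates, and the complements of guide positions 2 to 8 of both strands of each siANP32B sequence were ranked among the 16354 7-mers found in at least 20 genes. In a simulation on these genes, an effect of -0.15 planted on 1 site came out as -0.150 at rank 1, and the same site without it ranked 6664. Genes are not independent replicates, so the other 7-mers serve as the reference.

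Alternatives were another pseudocount (0.1), no filter, stricter thresholds, each sample left out in turn and the replicate number as a block. After the values were seen, median-of-ratios and upper-quartile scaling of the FPKM values, a minimum of 10 recovered fragments in every sample, limma-voom on the recovered fragments, siCtrl replicate 1 as the only control (the spread then comes from the siANP32B samples alone, and the lone control is assumed to vary like them), and the test without the 15 genes low in siCtrl replicates 2 and 3 were added.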

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

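Of the tests below, those of other splits for the count of genes, of library scaling, of the seed site in the G2/M genes and of the genes low in siCtrl replicates 2 and 3 were chosen after the result was seen. The GC content and length test and the splits for the gene lists were chosen before.

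In 3 gene lists that the paper does not discuss, members were higher in siANP32B than in siCtrl. Of the MYC targets, 23 of 30 were higher. Of the 13 mitochondrially encoded genes of oxidative phosphorylation, 8 were higher (9 when adjusted over the list alone), and none was lower by limma, at an unadjusted p under 0.05 or by limma-voom. MT-ND3 went from 1114 ± 123 to 1700.0 ± 131 FPKM and MT-ND5 from 1598 ± 47.7 to 1929 ± 6.47 FPKM (n = 3 each); the list's camera adjusted p was 1.80e-05, and the adjusted p was 0.364 with an estimated correlation. Of 16 replication-dependent histone genes, 4 were higher (4 when adjusted over the list alone) and none was lower by limma or limma-voom, with 1 lower at an unadjusted p under 0.05. H2BC5 went from 3.88 ± 0.447 to 11.3 ± 0.656 FPKM, and H4C8 and H2AC8 had log2 fold changes of 0.95 and 0.82; the list's camera adjusted p was 0.00454, and the adjusted p was 0.157 with an estimated correlation. These histone genes resemble each other closely, so reads may be shared among them, and 5 were higher with median-of-ratios scaling against 3 with siCtrl replicate 1 as the only control, with a camera adjusted p of 0.00201 to 0.0170 over the alternatives with the preset correlation.

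The 3 siANP32B and 3 siCtrl samples allow 10 splits, too few for a share under 0.05. The real split, the 1 split with the most calls, gave 5468 called genes, and the highest of the other splits gave 0. For the lists past the camera threshold, the real split again ranked 1st with 8 lists, and the highest of the other splits gave 7. Each other split keeps part of the real contrast.

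The fall of G2/M and mitosis genes was weighed against technical explanations. With median-of-ratios scaling, the list's median log2 fold change was -0.60 with 32 of 33 members lower, which argues against library scaling as the whole cause. After a fit on GC content, length and mean level over 11066 genes, its median residual was -0.54 (quartiles -0.65 and -0.41), which argues against GC content and length. Among the 29 members without the seed site of siANP32B#1 in their 3' UTR or coding sequence, 28 were lower with a median of -0.67. This argues against the full site, GATGGCT, as the cause of the fall in these 29 members. They may still hold a shorter match such as ATGGCT, which was not tested, so direct seed action on them stays open. An effect of the ANP32B knockdown on the cell cycle and an indirect effect of the siRNA through other genes stay open, since the siRNA and the knockdown cannot be separated in this design.

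In siCtrl replicates 2 and 3, 15 genes were at least 2-fold lower than in each of the other 4 samples, against 0 to 4 genes for the 14 other pairs of samples. Named after their values were seen, they are the mitochondrial rRNA genes MT-RNR1 and MT-RNR2, then FBL, EBNA1BP2, FTSJ3, UTP23, TSR1, ESF1, TSR3, FCF1 and TSR2, most of which act in rRNA processing or ribosome assembly, and MIR3181, RNU4ATAC12P, MIR615 and a Y_RNA locus, which are near the floor; for the 10 with a mean of at least 5 FPKM, siCtrl replicate 1 was 2.59 to 18.1 times the mean of replicates 2 and 3. Of genes averaging at least 5 FPKM, 12 were at least 2-fold higher in siCtrl replicate 1 than in siCtrl replicates 2 and 3. The same count for the 5 other samples within their groups was 1 to 3 genes (54 against 30 to 53 without that minimum). The 10 genes above are among these 12 by the way they were selected, so the count is not separate evidence. What argues against the siANP32B transfection as the cause of these low values is that no siCtrl sample received it. Of 21 tested genes with rRNA in their deposited description, 4 are among the 15, although such genes are only 21 of the 13945 tested. As most of the 21 were not low, the count argues against removal by that description alone. Removal of rRNA-related genes by another list was not tested. Between siCtrl replicate 1 and replicates 2 and 3, the 30 MYC targets, many of them nucleolar, had a median log2 difference of -0.022. The quartiles were -0.075 and 0.054 and the range -0.27 to 3.44, and FBL, the highest, is itself one of the 15 genes. These values argue against a fall of the MYC targets as a set in replicates 2 and 3. Lower ribosome production in these cultures stays open, as it does not need each MYC target to move. A technical difference among the siCtrl samples was not tested, as no batch is given in the sources used here.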

How the results depend on the processing

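Median-of-ratios and upper-quartile scaling, the minimum of 10 fragments, limma-voom, siCtrl replicate 1 as the only control and the test without the 15 genes low in siCtrl replicates 2 and 3 were chosen after seeing the data. The count tests and count scalings listed before the data were examined were not run, because the files hold FPKM. The called genes numbered 5468 in all, with 4477 to 4807 when a sample was left out, 3108 with siCtrl replicate 1 as the only control (1209 higher, 1899 lower; fewer samples), 200 at an absolute log2 fold change of at least 1 (66 higher, 134 lower) and 3432 at an adjusted p under 0.01 (1267 higher, 2165 lower). Other settings kept the counts within 1.5 times: no filter gave 1577 higher and 2657 lower, upper-quartile scaling 2752 and 2539 (52.0% higher), and limma-voom 2209 and 3833, or 2933 and 2965 with median-of-ratios scaling. Median-of-ratios scaling moved the median log2 fold change of all genes from -0.06 to 0.00 and kept 4608 of the 5468 calls. The replicate numbers do not pair the samples (correlations of deviations from -0.04 to 0.04, and not every sample correlated best with its own number), and with the replicate block 2006 genes were higher and 3310 lower.

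ANP32B and HPF1 were called lower in all 16 alternatives, with log2 fold changes of -2.83 to -2.59 and -1.22 to -1.08. Of 568 alternative values of 36 other named genes, 516 kept their direction and side of the threshold, 40 were no longer past it, mostly those of the 7 rRNA-related genes low in siCtrl replicates 2 and 3, and 12 changed sign. Of the 80 named list members, 72 were called in every alternative and 8 (PARP4, IFI27, PARP14, LEF1, H2AC8, ELAVL1, COL1A1, EPCAM) were not, and none changed sign. The sign changed only for genes that were not called: ANP32A (-0.012 to 0.027 without single samples, negative without siANP32B replicate 3), PARP1 (0.062, 0.066 and 0.063 with median-of-ratios scaling, upper-quartile scaling and scaled limma-voom, 0.004 with siCtrl replicate 1 as the only control) and ACTB (0.065, 0.069, 0.066 and 0.052 in the same order, -0.034 to 0.021 without single samples, positive at 0.017, 0.002 and 0.021 without siCtrl replicate 2, siCtrl replicate 3 and siANP32B replicate 1). Camera called 8 lists, 2 with an estimated correlation and 18 with fry, which asks another question; other settings gave 7 to 11, and the cause of these differences was not tested. The site of siANP32B#1 ranked 1st of all 7-mers or 6-mers in every setting run. At this depth HPF1 rests on at least 117 to 329 recovered fragments per sample, and genes near 1 FPKM on far fewer.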

Differences from the paper's values

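The paper's volcano plot places HPF1 at a log2 fold change of about -2.0 (Fig. 3A, read by eye), whereas the deposited FPKM values gave -1.15 on the log2(FPKM + 1) scale. On that scale the standard deviation between the siANP32B samples was 0.09, and the siCtrl samples lay closer together. None of the alternatives set before the data were examined reached the paper's value: the log2 fold change was -1.21 with a pseudocount of 0.1, -1.15 without a filter and with the replicate number as a block, and -1.20 to -1.11 when a sample was left out. Of the settings chosen after the values were seen, limma-voom gave the most negative value, -1.22. Both show HPF1 as lower in siANP32B. The paper's statistics section names Student's test for differences between groups, with P under 0.05 as significant, and the legend of Fig. 3A names a corrected p value (q-value). Neither says which test gave the RNA-seq values, and the text gives no number of differentially expressed genes, so no count is compared.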

Other observations

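Of the tests below, median-of-ratios scaling, limma-voom, the seed site in the HPF1 mRNA and the other splits for the seed rank were chosen after the result was seen. Genes of stress responses and metabolism went both ways after ANP32B knockdown, by limma at an adjusted p under 0.05. Of 22 genes of the unfolded protein response of the ER, 6 were lower and 5 higher (7 and 6 when adjusted over the list alone): HERPUD1 fell from 176 ± 3.59 to 118 ± 6.67 FPKM, while the chaperone gene HSP90B1 rose from 439 ± 25.6 to 549.5 ± 13.1 FPKM, DNAJB9 1.32-fold and SDF2L1 1.38-fold, and with median-of-ratios scaling the balance turned, with 3 lower and 6 higher. Of 24 genes of cholesterol synthesis, 11 were lower and 5 higher (also when adjusted over the list alone; 7 and 6 with median-of-ratios scaling), with STARD4 lower and INSIG1 and PMVK higher. Of 27 genes of glycolysis and hypoxia, 11 were lower and 5 higher (also when adjusted over the list alone; 9 and 8 with median-of-ratios scaling); the hypoxia marker CA9 fell from 9.01 ± 1.29 to 2.88 ± 0.858 FPKM, ENO2 from 230.2 ± 19.8 to 134 ± 8.40 FPKM, and PGK1 and NDRG1 had log2 fold changes of -0.51 and -0.76. Of 25 genes of H2A.Z and histone chaperones, 11 were lower and 6 higher (11 and 7 when adjusted over the list alone). H2AZ1 fell from 182 ± 5.92 to 124 ± 4.26 FPKM, SSRP1 of the FACT complex from 82.2 ± 2.40 to 49.9 ± 2.12 FPKM, and H2AZ2 and ASF1B had log2 fold changes of -0.51 and -1.07. Camera gave adjusted p-values of 0.981, 0.861, 0.623 and 0.623 for these 4 lists.

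Of 23 genes of the interferon response, 8 were lower and 3 higher (also when adjusted over the list alone; 4 and 5 with median-of-ratios scaling), among them OAS3 and CMPK2 lower and IFI27 and PARP14 higher. IFI27 and PARP14 were each called in 15 of 16 alternatives, with log2 fold changes of 0.390 and 0.205 against siCtrl replicate 1 alone. Of 14 NF-kB targets, 4 were higher and 2 lower (4 and 3 when adjusted over the list alone; 5 and 1 with median-of-ratios scaling): SOD2 rose from 81.9 ± 3.08 to 166 ± 16.2 FPKM, CXCL2 from 7.93 ± 0.211 to 17.1 ± 2.20 FPKM and ICAM1 1.26-fold, while TNFAIP3 fell from 41.2 ± 4.25 to 21.5 ± 1.43 FPKM. Of 13 genes of the RNA interference machinery, 7 were lower (7 when adjusted over the list alone), with log2 fold changes of -0.38 for AGO2, -0.54 for TNRC6A, -0.45 for AGO4 and -0.31 for DROSHA; none was higher by limma, and 1 was higher at an unadjusted p under 0.05, by limma-voom and with median-of-ratios scaling. Of 11 measured Wnt targets of colorectal cancer, 3 were higher and 2 lower (3 and 4 when adjusted over the list alone), with MYC and EPHB2 higher and CCND1 and LEF1 lower, LEF1 being called in 7 of 16 alternatives. Of 16 genes of mRNA export and HuR, 4 were higher and 4 lower (also when adjusted over the list alone; 4 and 1 with median-of-ratios scaling), with THOC5 and NXF1 higher and XPO1 and ELAVL1, which encodes HuR, lower. Camera gave adjusted p-values of 0.731, 0.623, 0.222, 0.981 and 0.861 for these 5 lists. Of the 3 measured ANP32 family genes, 2 were lower (2 when adjusted over the list alone) and none was higher, at an unadjusted p under 0.05 or by limma-voom, with a camera adjusted p of 0.046 and an adjusted p of 0.390 with an estimated correlation. The list holds the siRNA's own target, and its camera call was also lost with siCtrl replicate 1 as the only control (adjusted p = 0.0533), with median-of-ratios (0.0579) and upper-quartile scaling (0.0594), without siANP32B replicate 1 (0.0596) or siCtrl replicate 2 (0.0602) and with the replicate block (0.0656).

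Among 12 reference genes, 4 were higher and 1 lower (4 and 3 when adjusted over the list alone; camera adjusted p = 0.335). GAPDH was at 986 ± 34.1 and 1141 ± 19.6 FPKM, YWHAZ at 788 ± 34.1 and 399 ± 21.4 FPKM, and RPLP0 had a log2 fold change of 0.32; ACTB was at 1414 ± 50.5 and 1409 ± 44.2 FPKM, with a log2 fold change of -0.005 that was 0.065 with median-of-ratios scaling. B2M, named after its values were seen, had 39, 40 and 37 recovered fragments in the siCtrl samples and 2727, 31 and 35 in siANP32B replicates 1, 2 and 3. As markers of other cells, none of 9 leukocyte and 6 endothelial genes reached a mean of 1 FPKM. Of 8 fibroblast genes only COL1A1 did, at 3.66 ± 0.726 and 1.72 ± 0.519 FPKM (lower, also when adjusted over the list alone, and called in 14 of 16 alternatives). Of 16 genes of differentiated colonic epithelium and other colorectal lines, 4 did, and EPCAM was lower, at 17.2 ± 1.75 and 14.3 ± 0.727 FPKM, a call lost in most alternatives (0 when adjusted over the list alone; camera adjusted p = 0.731).

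A hypothesis set before the data were examined was that siANP32B strands lower other mRNAs through their seed, as siRNAs can. The site of the siANP32B#1 antisense strand, GATGGCT, ranked 1st of 16354 7-mers from the most lowered genes (coefficient -0.11 on the log2 scale), and also 1st among the 7-mers of the coding sequence, where 1817 of 11066 genes held it. The sites of the siANP32B#2 antisense strand and of the siANP32B#1 and siANP32B#2 sense strands ranked 5189th, 5648th and 15472nd. The siCtrl antisense and sense sites ranked 5504th and 4067th. Seed action of siCtrl would instead leave its targets higher in siANP32B. From the most raised genes, these siCtrl sites had ranks 10851 and 12288 in the 3' UTR, and 773 and 6671 in the coding sequence. That end was led by TGGAGAA in the 3' UTR (coefficient 0.06) and ACGGAGA in the coding sequence (0.09). Neither is a seed site of siANP32B#1, siANP32B#2 or siCtrl, and the cause of their ranks was not tested. Of the 982 genes with GATGGCT in the 3' UTR, 40.6% were lower and 10.8% higher (median log2 fold change -0.16), against 27.9% and 17.1% of the 9784 genes without it (median -0.06). Unlike the ranks, these shares are not adjusted for 3' UTR length and GC content. With the siCtrl sites AAGTACT and AGTACAA, 36.8% and 36.5% were lower, against 28.2% and 28.4% without. For siANP32B#2 antisense (CTGAATT) it was 36.5% against 27.6%. The siANP32B sense sites gave 35.1% against 28.7% (AGGTAAG) and 27.3% against 29.3% (AAGCCCT). A gap thus also appears at sites that ranked far lower. The samples allow too few splits for a share under 0.05: 8 of the 10 splits, the real one included, ranked the site first in one direction or the other, and as every other split keeps part of the real contrast and ranks do not depend on its size, this count bears neither for nor against the site. The coefficient was -0.11 for the real split and at most 0.04 in size for the others. As these keep only part of the real contrast, a smaller coefficient follows largely from the design, and it too bears neither for nor against the site. By the rank of GATGGCT among all 7-mers alone, which was 1, seed action of the siANP32B strands is a candidate explanation for part of the lower genes. Of the lower genes, 2729 lack the site in their 3' UTR. Some of these may hold it in their coding sequence, or a shorter match such as ATGGCT, so the count does not bound the reach of seed action. These values were not used to assign a sequence to the samples, as the paper's text does not name it.

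HPF1 itself holds no GATGGCT in any of its 3 GENCODE 29 transcripts. The site of siANP32B#2, CTGAATT, lies in the coding sequence of 2 HPF1 transcripts, but that site was not among the most lowered 7-mers. Whether a seed site in the HPF1 mRNA may add to its fall is left open by these 2 transcripts, because the paper's text does not name the siRNA used and the annotated 3' UTR is only 113 bases. The paper also reports higher HPF1 after ANP32B overexpression from a plasmid, where siANP32B was not used. ANP32E, which also fell, holds no GATGGCT in its 10 transcripts. CTGAATT occurs in 2 of these, and lies in the 3' UTR of the transcript used here.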
